A study of Mus musculus with 10 samples. Its data were reported in "Gli3 utilizes Hand2 to synergistically regulate tissue-specific transcriptional networks" (2020).

How the data were processed

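Bulk RNA-seq libraries of mouse MNPs at embryonic day 10.5 were grouped by the genotype in the sample labels as WT, Hand2 cKO or Gli2/3 cKO, with the replicate number from the same label. 6 of the 10 samples were used (WT 3 and 4, Hand2 cKO 1 to 3 and Gli2/3 cKO 3), and the other 4 were not analysed here. The study states that embryos were on a CD1 background, that paired-end reads were mapped to mm10 and that abundance was determined in Strand NGS, where DESeq2 was run. The version of that program and its annotation are not given in the sources used here, and the labels and the study name different sequencers.

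The deposited files hold expected counts per transcript, that is, estimated read counts that the authors' program assigned to each of 105129 transcripts. From 47.7% to 56.8% of all values of a library, those at 0 included, lay more than 0.01 from a whole number. The design called for whole-number counts, so estimated counts were summed over the transcripts of each gene symbol and the sums rounded to whole numbers. Of the transcripts, 99505 matched GENCODE M21 (mm10) with their version and 103635 without it, and 97.8% of the matched carried the same symbol. Coordinates and gene classes are those of GENCODE M21, whose build may differ from that of the authors. The files list 33641 symbols, 23652 of them with at least 1 count in any library. Pairs of libraries of the same group were checked by a chi-square over genes, which gave 25.9 to 244 per degree of freedom, so none differed by as little as sampling noise. Depth ran from 21420197 to 53326697 estimated counts per library. Floors cover counting error only, while the 95% intervals of log2 fold changes also hold the spread between libraries. Estimated counts of near-identical transcripts are split by the authors' program and are less certain than counts of unique reads.

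Genes were tested with edgeR 4.0.16 in R 4.3.3. 17477 genes passed the filter on low counts (filterByExpr on the groups). Libraries were scaled by the trimmed mean of M values, and all 6 entered 1 quasi-likelihood fit with genotype as the only term, which left 3 residual degrees of freedom, a prior of 3.14 degrees of freedom and a common biological coefficient of variation of 0.289. The Gli2/3 cKO library has no replicate and adds no residual degree of freedom, so its comparisons borrow the spread of the other groups. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and a fold above 1.5, the thresholds of the study, in either direction. CPM values use the scaled library sizes. Intervals are at 95%. Against a group with 0 counts in every library, folds were computed against a floor of 3 counts per library.

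25 gene lists were tested with camera of limma 3.58.1 at its preset correlation of 0.01, again with an estimated correlation, and with fry, each adjusted over the 25 lists of a comparison. They cover Hedgehog pathway components, Hedgehog-responsive facial genes, genes the study selected, arch patterning, skeletal and muscle genes, neural crest mesenchyme, markers of other cell types that a dissected MNP can hold, Hox genes, stress and p53 genes, the cell cycle, signalling ligands, sex-linked genes, protocadherins and histones. Some genes stand in more than 1 list. Per list, members were also counted as called over all genes and adjusted over the list alone. Named genes were Hand2, Gli2, Gli3, Gli1, Ptch1, Shh, Hhip, Foxd1, Plagl1, Myh6 and Maf in every comparison; the 8 called genes per direction against WT with the largest change, and 6 per direction between mutants, at a mean log2 CPM of at least 1, with groups that do not overlap, leaving out numbered gene models, pseudogenes and ribosomal protein genes; the 6 genes per direction called in both mutants with the largest change; and up to 4 members per list with the smallest p, lists with no called member being given by count where room was short. Members that pass over a list alone are named too. Some results that these rules select are not reported here, and the counts of called genes and of list members include them.

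Overlap between the mutants was set beside the product of the list sizes over the genes tested and beside 20 simulations of unchanged groups against the same WT libraries. The method was tested on simulated data with 200 changed genes in 6 draws. In Hand2 cKO against WT edgeR recovered 19.7% of genes changed 2-fold, 88.1% changed 4-fold and 99.5% changed 8-fold with a mean of 13.7 false calls per draw, and DESeq2 51.0%, 95.8% and 99.5% with 57.2 false calls. With the lone Gli2/3 cKO library edgeR recovered 1.74%, 50.2% and 88.1% with 7.33 false calls, and DESeq2 15.9%, 84.6% and 97.5% with 43.3. In the data themselves Hand2 (10.6-fold lower in Hand2 cKO) and Hand1 (17.2-fold lower) missed the threshold by edgeR. The simulated shares therefore need not hold for these libraries, and a gene that was not called may have changed by a large fold. Camera called 6 of 6 changed lists in each comparison, and 1 unchanged list in Hand2 cKO and 0 in Gli2/3 cKO. With 6 draws this does not show how often camera at its preset correlation of 0.01 calls unchanged lists whose genes vary together. In Hand2 cKO against WT the estimated correlation ran from -0.024 (ligands and antagonists) to 0.99 (sex-linked genes). It was 0.50 for histones and 0.72 for protocadherins.

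The grouping, the tests, the lists, the rule for named genes and the following alternatives were fixed before the data were examined: median-of-ratios and upper-quartile scaling, no filter on low counts, DESeq2 1.42.0 with a Wald test, a fit of only the compared groups, each replicate left out in turn, the adjusted p alone, counts per transcript, the transcript-length trend of each library removed, haemoglobin and mitochondrial genes left out, and separate WT libraries for each mutant in the overlap. 3 more were chosen after seeing the data: the bias-adjusted deviances of edgeR 4, a robust prior, and protein-coding genes only. The use of separate WT libraries for the correlation, a list of 39 imprinted genes, and its tests with replicates left out and separate WT libraries, were also added after seeing the data.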

Results

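Polyadenylated RNA was sequenced from mandibular prominences (MNPs), the paired swellings of the first pharyngeal arch that form the lower jaw and part of the tongue, of mouse embryos at embryonic day 10.5. 3 genotypes were compared: wild-type (WT), Hand2f/f;Wnt1-Cre (Hand2 cKO) and Gli2f/f;Gli3f/f;Wnt1-Cre (Gli2/3 cKO). Wnt1-Cre deletes floxed alleles in the neural crest lineage, which forms most of the arch mesenchyme, but not in the epithelium, the mesodermal core, vessels or blood. The labels list 10 samples. 6 libraries were analysed: WT 3 and 4, Hand2 cKO 1 to 3 and Gli2/3 cKO 3, and the other 4 were not analysed here. The estimated counts came to 49545102 in WT 3, 21420197 in WT 4, 53326697 in Hand2 cKO 1, 42659044 in Hand2 cKO 2, 41165945 in Hand2 cKO 3 and 25421663 in Gli2/3 cKO 3. The study's methods speak of biological samples dissected from embryos, and whether a library holds 1 embryo or a pool is not given in the sources used here.

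Some libraries stood apart in features other than genotype. In Hand2 cKO 2, log2 counts relative to the mean of all libraries fell by 0.38 per doubling of transcript length, against slopes from 0.00349 to 0.148 in the other libraries, and pseudogenes took 3.31% of its counts, against 1.99% in WT 3, the lowest. Haemoglobin genes took 1.26% of the counts in WT 4 and 0.264% in WT 3. The Y-linked gene Ddx3y had 45.3, 22.6 and 55.8 CPM (counts scaled by library size) in WT 4, Hand2 cKO 2 and Gli2/3 cKO 3, and at most 0.289 CPM in the rest, so sex was not balanced over the groups. WT 3 and WT 4, like Hand2 cKO 2 and the other Hand2 cKO libraries, came from different embryos.

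The targeted genes were examined first. Hand2 (chromosome 8, 57320983 to 57324633, plus strand, mm10) encodes a basic helix-loop-helix transcription factor of the distal arch mesenchyme. Its level was 192 ± 24.5 CPM in WT (SD, n = 2), 18.2 ± 6.41 CPM in Hand2 cKO (SD, n = 3), or 9.46% of WT, and 144 CPM in the Gli2/3 cKO library, which has no replicate. All 3 Hand2 cKO libraries (13.4, 25.5 and 15.6 CPM) lay below both WT libraries. The log2 fold change was -3.40 ± 0.30 (± SE here and for every log2 fold change that follows), with a 95% interval from -4.14 to -2.66, and it missed the threshold (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0580, and 4.85e-22 to 0.387 over the alternative settings). It passed by DESeq2 (adjusted p = 4.85e-22), and by edgeR with no filter (0.00252), with protein-coding genes only (0.0357), with the length trend removed (0.0145) and without Hand2 cKO 2 (-3.74, adjusted p = 0.00300) or Hand2 cKO 3 (-3.31, adjusted p = 0.0490). Gli2 (chromosome 1, 118834132 to 119053619, minus strand) and Gli3 (chromosome 13, 15463235 to 15730026, plus strand) encode the zinc-finger transcription factors at the end of the Hedgehog pathway. Gli2 had 114 ± 11.7 CPM in WT, 107 ± 23.3 CPM in Hand2 cKO and 58.3 CPM in Gli2/3 cKO (51.3% of WT), and Gli3 had 160.3 ± 21.7, 149 ± 41.8 and 80.2 CPM. The log2 fold change in Gli2/3 cKO was -0.96 ± 0.31 for Gli2 (95% interval from -1.73 to -0.20) and lay in a 95% interval from -1.88 to -0.12 for Gli3, neither past the threshold by edgeR (adjusted p = 0.961 and 1). These counts cover each whole gene in mixed tissue, the floxed exons are not given in the sources used here, and a level of 0 was not required.

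**Figure D1:**
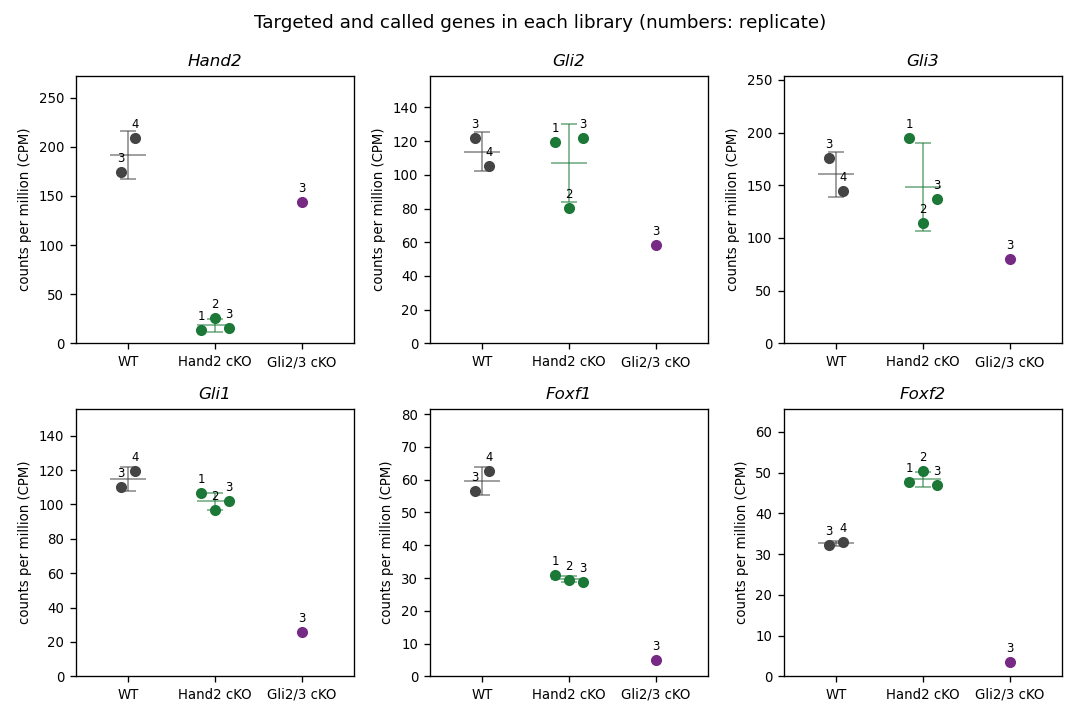
CPM (linear axes from 0) of Hand2, Gli2, Gli3, Gli1, Foxf1 and Foxf2 in each library, with points numbered by replicate and bars for the mean and SD of WT (n = 2) and Hand2 cKO (n = 3). Foxf1 and Foxf2 are lowest in the Gli2/3 cKO library, at 4.86 and 3.64 CPM.

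The comparison of Hand2 cKO with WT asks which genes depend on Hand2 in the neural crest of the MNP. Syt6 (chromosome 3, 103575231 to 103645569, plus strand), a member of the synaptotagmin family of membrane trafficking proteins, fell from 25.2 ± 8.20 CPM in WT to 1.13 ± 0.246 CPM in Hand2 cKO, 22.2-fold lower. Its log2 fold change was -4.47 ± 0.31 (edgeR, adjusted p = 0.0477, and 1.36e-34 to 0.155 over the alternatives), and it was lower in 3 of 3 Hand2 cKO libraries than in both WT libraries. In all edgeR called 2 genes lower, Syt6 among them, and 0 higher, where 703 genes were lower and 426 higher at an unadjusted p under 0.05, and DESeq2 called 147 lower and 35 higher. The Syt6 call was lost without WT 4 (adjusted p = 0.118), without Hand2 cKO 1 (0.155) and with upper-quartile scaling (0.0524). The number of genes called was 22 without WT 3, 1 without WT 4, 1 without Hand2 cKO 1, 39 without Hand2 cKO 2 and 25 without Hand2 cKO 3.

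Just short of the threshold by edgeR, all at an adjusted p of 0.0580, stood Hand2 and 5 further genes, of which Hand1 belongs to a list and the other 4 were chosen after their values were seen. Hand1, the paralog of Hand2 in the distal arch, had 89.6 ± 36.3 CPM in WT and 5.19 ± 1.11 CPM in Hand2 cKO (-4.11 ± 0.32). Gpr50, an orphan receptor related to the melatonin receptors, had 84.2 ± 12.8 and 15.6 ± 2.96 CPM (-2.43 ± 0.21), and Cited1, a transcriptional coactivator, had 66.8 ± 0.260 and 10.5 ± 2.88 CPM (-2.67 ± 0.24). Igf2, an imprinted fetal growth factor, had 3869 ± 10.4 and 1086 ± 98.9 CPM (-1.83 ± 0.16), and Tmem30b, a flippase subunit, was at the higher level in Hand2 cKO, 15.2 ± 1.61 against 3.17 ± 0.0784 CPM (2.26 ± 0.20). DESeq2 called all of them. With the transcript-length trend of each library removed, 55 genes fell and 8 rose by edgeR, among them Hand2 (-3.48, adjusted p = 0.0145), Hand1 (-4.18, 0.0157), Igf2 (-1.78, 0.00388) and Gsc (-3.10, 0.0157).

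Of 19 measured genes of distal mandibular arch patterning, 1 fell over all genes tested, and 5 fell and 0 rose when adjusted over the list alone. Among them were Hand1, Hand2, Alx4 (-1.38 ± 0.22) and Foxf1 (-1.01 ± 0.13), where Alx4 is a homeobox gene of facial mesenchyme and Foxf1 a forkhead gene of oral-side mesenchyme. The list was lower than other genes by camera (median log2 fold change -0.26, 11 of 19 negative, adjusted p = 1.22e-06), with adjusted p = 0.540 with an estimated correlation. This call was lost with no filter on low counts (adjusted p = 0.0952) and with counts per transcript (0.113). Without WT 4 the median turned to 0.023, though camera still called the list lower. The list holds the deleted gene Hand2, whose fall follows from the genotype, and it was not tested without Hand2. Of 26 genes of Edn1-Dlx and proximal arch patterning, 0 were called over all genes by edgeR, with 4 lower and 2 higher at an unadjusted p under 0.05. Adjusted over the list alone, 3 fell, namely Gsc (-2.90 ± 0.28), a homeobox gene of the arch, Rgs5 (-2.76 ± 0.35), a regulator of G-protein signalling, and Tshz2 (-1.76 ± 0.28), a zinc-finger gene, and 1 rose. DESeq2 called these 4. That list was not called by camera (median 0.23, mean 0.0072, adjusted p = 0.527), and fry gave the opposite direction.

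The 4 genes that the study chose as shared targets on these samples are not independent evidence of a direction. Plagl1, an imprinted zinc-finger gene, had 388 ± 84.1 CPM in WT and 109.6 ± 27.5 CPM in Hand2 cKO (-1.82 ± 0.27, adjusted p = 0.169), and Maf, a transcription factor of cartilage, had -1.09 ± 0.30. Foxd1, a forkhead target of Hedgehog signalling, had 0.26 ± 0.27, which turned to -0.083 without WT 4. Myh6, a cardiac myosin, was near the floor, from 0.0442 to 0.268 CPM in the 6 libraries (0.18 ± 0.91, -0.42 without WT 4 and -0.13 without Hand2 cKO 2). None was called over all genes by edgeR, 2 were lower at an unadjusted p under 0.05, DESeq2 called Plagl1, and 2 (Plagl1 and Maf) fell when adjusted over the list alone. Camera called this list lower (median -0.45, adjusted p = 0.0326, and adjusted p = 0.791 with an estimated correlation). The call was lost without WT 3 (median -0.14, adjusted p = 0.572), without Hand2 cKO 3 (0.0622), with no filter (0.226) and with the length trend removed (0.0595).

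Replication-dependent histones, the chromatin proteins made in S phase, were higher in Hand2 cKO than other genes by camera (19 of 21 positive, median 0.71, adjusted p = 0.00136, and adjusted p = 0.791 with an estimated correlation). Examples were Hist1h4b (1.48 ± 0.65), Hist1h2ab (1.34 ± 0.53) and Hist1h1e (0.94 ± 0.45), none past the test. 18 of the 21 had their highest CPM in Hand2 cKO 2, the library with the length trend, and the list's call was lost without it (median 0.20, adjusted p = 0.145) and with the trend removed (0.42, 0.0781). Cell cycle genes were higher by less (20 of 23 positive, median 0.20, adjusted p = 0.0206, and 0.791 as the adjusted p with an estimated correlation), as in Ccne2 (0.45 ± 0.19), Ccne1 (0.42 ± 0.18) and Rrm2 (0.37 ± 0.16). That call was lost without WT 3 (adjusted p = 0.0567), without WT 4 (0.0567) and with counts per transcript (0.931). Clustered beta protocadherins, adhesion proteins of neural and other cells, were lower (16 of 18 negative, median -0.60, adjusted p = 0.0324, and 0.791 as the adjusted p with an estimated correlation), as in Pcdhb16 (-1.24 ± 0.56) and Pcdhb7 (-1.01 ± 0.44). Their median turned to 0.026 without WT 3 and the call was lost without Hand2 cKO 2 (-0.43, adjusted p = 0.259), with the DESeq2 Wald test (0.0709), with no filter (0.148), per transcript (0.203) and with the length trend removed (0.0781).

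Among skeletal genes 1 fell when adjusted over the list alone, the cartilage collagen gene Col9a2 (-1.13 ± 0.15), with Col9a3 at -0.66 ± 0.19 and Sox9, the regulator of cartilage, at 0.60 ± 0.20 (median 0.10). Among skeletal muscle genes 1 fell when adjusted over the list alone, Lbx1, a homeobox gene of migrating tongue muscle precursors, with 31 and 16 estimated counts in WT 3 and WT 4 and 0 in every mutant library (list median -0.11). Markers of other cell types were not called by camera: medians were 0.11 for neural crest mesenchyme, 0.0088 for epithelium (mean -0.036), -0.031 for endothelium, -0.39 for erythroid genes, 0.065 for macrophages, -0.12 for neurons, 0.52 for neural progenitors, as in Otx2 (1.40 ± 0.35) and Sox2 (0.52 ± 0.17), 0.10 for pharyngeal endoderm and -0.27 for cardiac muscle. Medians were 0.25 for Hox genes (0.0039 with genes at 0 set to their bound), 0.052 for immediate early, 0.14 for p53 target, 0.08 for Bmp, Fgf and Wnt and -1.12 for sex-linked genes, also not called. Of the 25 lists camera called 5, and none was called with an estimated correlation (lowest adjusted p = 0.540) or by fry (0.0738).

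Whether Hand2 acts upstream of the Hedgehog pathway was asked of its components in Hand2 cKO. Shh, the ligand made by the oral epithelium, had 10.4 ± 0.185 CPM in WT and 11.4 ± 1.10 CPM in Hand2 cKO, a log2 fold change of 0.13 ± 0.17 with a 95% interval from -0.29 to 0.56. Ptch1, the receptor and a target of the pathway, had -0.26 ± 0.29 (-0.97 to 0.44), Gli1, a transcription factor and target, -0.17 ± 0.14 (-0.51 to 0.17), and Hhip, an inhibitor and target, 0.34 ± 0.41 (-0.64 to 1.33). Gli2 had -0.088 ± 0.22 (-0.63 to 0.46) and Gli3 -0.11 ± 0.26 (-0.73 to 0.52), each a little above 0 without WT 3 (0.022 and 0.036), without Hand2 cKO 2 (0.069 and 0.036) or with the length trend removed (0.10 and 0.16). Of the 18 components 0 were called by edgeR over all genes, 0 adjusted over the list alone and 0 by DESeq2. At an unadjusted p under 0.05, 1 was higher, the co-receptor gene Gas1 (0.57 ± 0.21), and 1 lower, Scube1 (-0.69 ± 0.24), of a family that helps release the ligand. The list's median was -0.10 (camera adjusted p = 0.456). Of 18 Hedgehog-responsive facial genes 0 were called over all genes by edgeR (3 higher and 1 lower at an unadjusted p under 0.05, and 1, Foxf1, by DESeq2) and 1, Foxf1, fell when adjusted over the list alone. Foxf1 had 49.8% of its WT level (59.7 ± 4.29 and 29.7 ± 1.000 CPM), while Foxf2 had 0.57 ± 0.13 and Foxc1 1.13 ± 0.34 (list median 0.20, camera adjusted p = 0.287).

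The comparison of Gli2/3 cKO with WT asks which genes depend on Gli2 and Gli3. Foxf1 (chromosome 8, 121084386 to 121088144, plus strand) and Foxf2 (chromosome 13, 31625816 to 31631403, plus strand), forkhead transcription factor genes activated by Hedgehog signalling in oral-side mesenchyme, fell 12.3-fold and 8.97-fold. Foxf1 went from 59.7 ± 4.29 CPM in WT to 4.86 CPM and Foxf2 from 32.6 ± 0.630 to 3.64 CPM. The log2 fold changes were -3.62 ± 0.22 and -3.16 ± 0.21 (edgeR, both adjusted p = 0.0413, and 1.47e-39 to 0.132 and 4.60e-29 to 0.146 over the alternatives), lower in 1 of 1 library. No other gene fell and none rose by edgeR, where 517 were lower and 285 higher at an unadjusted p under 0.05, and DESeq2 called 111 lower and 20 higher. The lone library is assumed to vary like the others, and the difference has no replicate check. Both calls were lost without WT 3 (adjusted p = 0.0574 for Foxf1 and 0.0801 for Foxf2), without WT 4 (0.124 and 0.146), without Hand2 cKO 1 (0.132 for each) and with a robust prior (0.0511 for each), and the number of genes called was 12 without WT 3, 0 without WT 4, 1 without Hand2 cKO 1, 14 without Hand2 cKO 2 and 9 without Hand2 cKO 3.

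Hedgehog-responsive genes were lower together in Gli2/3 cKO. Of 18 measured, 17 had a negative log2 fold change, 2 (Foxf1 and Foxf2) fell over all genes tested, and 7 fell and 0 rose when adjusted over the list alone. Among the rest were Gli1 (chromosome 10, 127329882 to 127341974, minus strand), with 115 ± 6.88 CPM in WT and 25.7 CPM in Gli2/3 cKO (-2.16 ± 0.21, edgeR adjusted p over all genes 0.129) and the forkhead genes Foxl1 (-4.18 ± 0.42), Foxd2 (-1.84 ± 0.25) and Foxc2 (-1.65 ± 0.40). Gli1 passed over all genes by DESeq2 and by edgeR with no filter (0.0252) and in a fit of those groups alone (0.0149). It also passed without Hand2 cKO 2 (0.0194) and with the length trend removed (0.0211). Camera called the list lower (median -0.70, adjusted p = 5.47e-30, and adjusted p = 0.0649 with an estimated correlation). Of the 18 pathway components 1, Gli1, fell when adjusted over the list alone and 0 over all genes by edgeR (5 lower and 1 higher at an unadjusted p under 0.05, and 1, Gli1, by DESeq2). The components include the deleted genes Gli2 and Gli3, both among these 5 lower genes, whose fall follows from the genotype. The list was not tested without them, so its fall is in part set by the deletion. Ptch1 had -0.70 ± 0.40, Hhip -0.25 ± 0.55 and Scube1 -1.17 ± 0.34, while Shh was at 18.3 CPM against 10.4 ± 0.185 CPM in WT (0.82 ± 0.23, adjusted p = 0.853). Camera called the components lower (median -0.18, adjusted p = 0.000786, and adjusted p = 0.479 with an estimated correlation), a call lost without WT 3 (median -0.12, adjusted p = 0.118). Hand2 in Gli2/3 cKO had a log2 fold change of -0.41 ± 0.40 with a 95% interval from -1.39 to 0.56 (edgeR adjusted p = 1) and so leaves open a change in either direction.

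**Figure D2:**
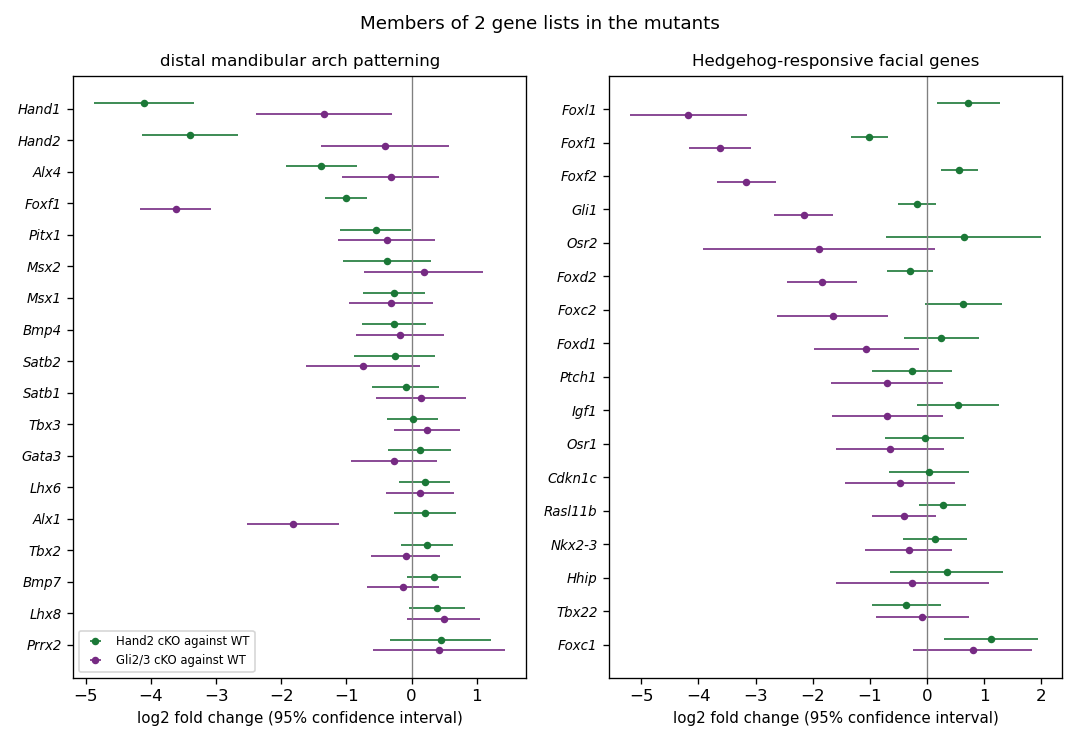
Log2 fold changes against WT (linear axis) of members of the distal mandibular arch and Hedgehog-responsive lists, in Hand2 cKO (green, n = 3) and Gli2/3 cKO (purple, 1 library), with bars for the 95% confidence interval. Of the members plotted, Hand1 and Hand2 lie furthest below 0 in Hand2 cKO, and Foxl1, Foxf1 and Foxf2 in Gli2/3 cKO.

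Distal arch patterning and skeletal genes were also lower in the Gli2/3 cKO library. The list of Edn1-Dlx and proximal arch patterning was not called (median 0.16). Of 19 distal arch genes 1 (Foxf1) fell over all genes, and 2 fell when adjusted over the list alone, Foxf1 and Alx1 (-1.82 ± 0.29), a homeobox gene of facial mesenchyme, with Hand1 at -1.34 ± 0.43. The list had a median of -0.27 (camera adjusted p = 3.33e-05, and adjusted p = 0.183 with an estimated correlation), and its call was lost with counts per transcript (0.0552). Of 22 skeletogenic genes 3 fell when adjusted over the list alone: Col9a2 (-1.66 ± 0.23), Nkx3-2 (-1.50 ± 0.29), a homeobox gene of jaw joint and cartilage, and Col1a1 (-1.31 ± 0.29), the bone collagen gene. That list's median was -0.32 (camera adjusted p = 0.000786, and adjusted p = 0.331 with an estimated correlation), and its call was lost without WT 3 (0.195) and with counts per transcript (0.380). Of the 4 genes the study chose on these samples, which are not independent evidence, 1 fell when adjusted over the list alone, Plagl1 (-1.35 ± 0.39), while Maf had -1.14 ± 0.44, Foxd1 -1.06 ± 0.38 and Myh6 0.69 ± 1.21. Their median was -1.10 (camera adjusted p = 0.00238, and adjusted p = 0.307 with an estimated correlation), lost without WT 3 (-0.82, adjusted p = 0.162). Signalling ligands and antagonists were lower (20 of 28 negative, median -0.17, camera adjusted p = 0.0258, and adjusted p = 0.307 with an estimated correlation), as in Bmp2 (-1.65 ± 0.46) and the Wnt inhibitor gene Dkk2 (-0.81 ± 0.26). That call was lost without WT 3 (0.0805) and with counts per transcript (0.490).

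Neural progenitor and Hox genes were higher in the Gli2/3 cKO library. All 15 measured neural progenitor genes had a positive log2 fold change (median 1.56, camera adjusted p = 4.88e-12, and adjusted p = 0.0981 with an estimated correlation), with 0 called over all genes by edgeR, over the list alone or by DESeq2, and 3 higher and 0 lower at an unadjusted p under 0.05. They were scarce: Otx2, a forebrain and midbrain homeobox gene, had 0.423 ± 0.0354 CPM in WT and 1.68 CPM in Gli2/3 cKO (1.97 ± 0.43), and the Notch ligand gene Dll1 had 1.32 ± 0.49. Of 12 measured Hox genes, the homeobox genes of the trunk and hindbrain that the first arch lacks, 11 were positive (median 1.91, camera adjusted p = 1.06e-08, and adjusted p = 0.0981 with an estimated correlation), and 2 rose when adjusted over the list alone. These were Hoxd3, at 0.957 CPM against 0.0390 CPM in WT 3 and 0 in WT 4, and Hoxb5, with 11 estimated counts against 0 in both WT libraries. Macrophage genes were lower (17 of 19 negative, median -0.70, camera adjusted p = 1.92e-05, and adjusted p = 0.307 with an estimated correlation), as in Mpeg1 (-1.58 ± 0.45) and C1qc (-1.40 ± 0.41), lost with counts per transcript (0.224). Epithelial genes were lower (21 of 24 negative, median -0.22, camera adjusted p = 0.00103, and adjusted p = 0.307 with an estimated correlation), as in Grhl3 (-1.18 ± 0.29) and Sfn (-1.02 ± 0.32), lost with counts per transcript (0.148). Erythroid genes were lower (18 of 18, median -0.73, camera adjusted p = 0.00102, and adjusted p = 0.602 with an estimated correlation), beside the high haemoglobin share of WT 4, and without WT 4 their median was 0.26 (adjusted p = 0.0366).

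The other 14 lists were not called in Gli2/3 cKO (lowest camera adjusted p = 0.0785). In neural crest mesenchyme 2 genes fell when adjusted over the list alone, Alx1 and Tgfbi (-1.35 ± 0.23), a matrix protein gene, with a list median of -0.045. Medians were 0.16 for Edn1-Dlx and proximal genes, as in Pou3f3 (2.42 ± 0.57), Cldn11 (-1.84 ± 0.41) and Gsc (-1.37 ± 0.40), 0.024 for skeletal muscle (mean -0.51), 0.16 for cardiac muscle (mean -0.033), -0.20 for endothelium, -0.44 for glia and -0.35 for pharyngeal endoderm. They were -0.20 for immediate early genes, as in Jun (-0.70 ± 0.18), 0.14 for p53 targets, -0.024 for the cell cycle (mean 0.021), 1.19 for sex-linked genes, -0.62 for protocadherins and -0.048 for histones. None of the 25 lists was called with an estimated correlation (lowest adjusted p = 0.0649) or by fry (0.0746).

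Gli2/3 cKO was also set directly against Hand2 cKO, since an effect past the threshold in 1 mutant alone is not shown to differ. Foxf2 (3.64 against 48.4 ± 1.87 CPM, -3.73 ± 0.21, edgeR adjusted p = 0.0163) and Foxf1 (4.86 against 29.7 ± 1.000 CPM, -2.61 ± 0.21, adjusted p = 0.0365) were lower. edgeR called 6 genes, 3 higher and 3 lower, and among the rest were Gm8494 (5.94 ± 0.40) and Gm1821 (8.22 ± 0.62), higher, and Fam177a, lower, which are named because the count is small and were chosen after their values were seen. At an unadjusted p under 0.05, 499 were higher and 459 lower, and DESeq2 called 42 higher and 102 lower. Foxl1 (-4.91 ± 0.42, adjusted p = 0.0528), Gli1 (-1.99 ± 0.20, 0.0906), Hand2 (2.99 ± 0.34, 0.115) and Hand1 (2.76 ± 0.35) missed the threshold. Among 16 alternatives Foxl1 passed in 11 (as by DESeq2 and with the length trend removed, 0.0179). Gli1 and Hand2 passed in 4 each (no filter, 0.0158 and 0.00525, DESeq2, without Hand2 cKO 2, 0.0182 and 0.00601, and with the length trend removed, 0.0144 and 0.0225). Hand1 passed in 2 (no filter, 0.0108, and DESeq2). Others that missed it were Gli2 (-0.88, passing with the length trend removed, 0.0398), Gli3 (-0.89), Ptch1 (-0.44), Shh (0.68), Hhip (-0.60), Foxd1 (-1.32), Plagl1 (0.47), Maf (-0.046, and 0.18 without Hand2 cKO 3) and Myh6 (0.50). The lone Gli2/3 cKO library is again assumed to vary like the others. The call of Foxf1 was lost without WT 3 (adjusted p = 0.0865), WT 4 (0.0896), Hand2 cKO 1 (0.174) or Hand2 cKO 3 (0.0963) and in a fit of those groups alone (0.0977). That of Foxf2 was lost without Hand2 cKO 1 (0.0782). The number called was 20 without WT 3, 18 without WT 4, 2 without Hand2 cKO 1 and 23 without Hand2 cKO 2.

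Between the mutants the Hedgehog-responsive list had the lowest p by camera. 17 of 18 genes were lower in Gli2/3 cKO, 2 over all genes and 10 adjusted over the list alone (median -0.96, adjusted p = 4.39e-31, and adjusted p = 0.0597 with an estimated correlation), and of the 18 pathway components 1 fell over the list alone, Gli1 (median -0.16, adjusted p = 0.0116, and 0.527 as the adjusted p with an estimated correlation, lost without Hand2 cKO 1, 0.0648, or 3, 0.0749, and per transcript, 0.0526). The components again include the deleted genes Gli2 (-0.88) and Gli3 (-0.89), and were not tested without them. Distal arch genes went both ways: adjusted over the list alone 4 were higher in Gli2/3 cKO (among them Hand1, Hand2 and Alx4, 1.06 ± 0.27) and 2 lower (Foxf1 and Alx1, -2.03 ± 0.28), with a median of 0.10 (adjusted p = 0.00910, and 0.278 as the adjusted p with an estimated correlation), lost without WT 3 (0.232), WT 4 (0.0991) or Hand2 cKO 3 (0.0662). It was also lost with no filter (0.219), with the length trend removed (0.0668) and per transcript (0.921), where the median turned to -0.09. The distal arch list holds Hand2, which is deleted in Hand2 cKO, and was not tested without it. In the Edn1-Dlx list, not called by camera (median 0.027), 3 were higher over the list alone, Rgs5 (1.66 ± 0.41), Gsc (1.54 ± 0.34) and Tshz2 (1.42 ± 0.34), and 1 lower, Cldn11 (-2.22 ± 0.41), a tight junction gene. Skeletogenic genes were lower (median -0.33, adjusted p = 0.000353, and 0.278 as the adjusted p with an estimated correlation, lost per transcript, 0.247), 4 of them over the list alone: Gdf5 (-2.08 ± 0.52), a joint growth factor, Runx2 (-1.996 ± 0.45), the regulator of bone, Nkx3-2 (-1.39 ± 0.28) and Col1a2 (-1.19 ± 0.30). Ligands and antagonists were lower (median -0.27, adjusted p = 0.00844, and 0.270 as the adjusted p with an estimated correlation), with Wnt11 (-2.21 ± 0.47), Sfrp2 (-1.17 ± 0.24) and Sfrp1 (-0.94 ± 0.23) lower and the Wnt inhibitor gene Dkk1 (1.22 ± 0.30) higher over the list alone. Pharyngeal endoderm genes were lower (median -0.37, adjusted p = 0.00844, and 0.270 as the adjusted p with an estimated correlation, lost with no filter, 0.0862), as in Pax9 (-2.33 ± 0.61), a gene also of facial mesenchyme, and Foxe1 (-1.09 ± 0.35). Neural crest mesenchyme was lower by little (median -0.057, adjusted p = 0.0162, and 0.278 as the adjusted p with an estimated correlation, lost without Hand2 cKO 1, 0.0620, and per transcript, 0.242), with Alx1 and Tgfbi (-1.26 ± 0.22) lower over the list alone.

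Hox genes (median 1.77, adjusted p = 2.09e-08, and 0.133 as the adjusted p with an estimated correlation) were higher in Gli2/3 cKO than in Hand2 cKO, with 3 past the test over the list alone at low counts: Hoxd3 (0.957 CPM against at most 0.0528 CPM), Hoxc5 (13 estimated counts against 0 in each Hand2 cKO library) and Hoxc4 (12 against 0, 2 and 1). Neural progenitor genes were higher (median 0.87, adjusted p = 1.47e-06, and adjusted p = 0.270 with an estimated correlation), as in Olig3 (3.41 ± 1.05) and Pax6 (1.84 ± 0.58), and so were neuron genes (median 0.27, adjusted p = 0.0116, and 0.446 as the adjusted p with an estimated correlation), as in Dcx (1.93 ± 0.59), lost without Hand2 cKO 3 (0.0893) and per transcript (0.121). Macrophage genes (median -0.85, adjusted p = 2.33e-05, and adjusted p = 0.278 with an estimated correlation), as in Mpeg1 (-1.16 ± 0.42), and epithelial genes (median -0.28, adjusted p = 0.00572, and adjusted p = 0.284 with an estimated correlation), as in Sfn (-1.16 ± 0.31), were lower, the epithelial call lost per transcript (0.437). Immediate early genes (median -0.29, adjusted p = 0.0186, and adjusted p = 0.514 with an estimated correlation), as in Jun (-0.70 ± 0.17), and histones (median -0.68, adjusted p = 0.00519, and adjusted p = 0.527 with an estimated correlation) were lower, and both calls were lost without Hand2 cKO 2 (median -0.21, adjusted p = 0.0511, and median -0.12, adjusted p = 0.175), that of immediate early genes also per transcript (0.220) and that of histones with the length trend removed (0.0873). Sex-linked genes were higher (median 2.41, adjusted p = 0.00844, and adjusted p = 0.448 with an estimated correlation), beside the Ddx3y levels above, and not called with the DESeq2 Wald test (0.138). The other 10 lists were not called (medians from -0.64 to 0.39, lowest camera adjusted p = 0.0643), and the median and mean of the study-selected genes (0.21 and -0.10) and of skeletal muscle genes (-0.0074 and 0.044) differed in sign. None of the 25 lists was called with an estimated correlation (lowest adjusted p = 0.0597) or by fry (0.0503).

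The overlap of the mutants asks whether Gli factors and Hand2 regulate common genes. By edgeR 0 genes were called in the same direction in both mutants (simulated unchanged groups against the same WT libraries gave a mean of 0.400 and at most 1), while at an unadjusted p under 0.05 153 genes were lower in both, 76 higher in both and 18 opposite. Lists of these sizes drawn independently would share 20.8 lower and 6.95 higher. The simulations, which hold the sharing of WT libraries, gave means of 62.5 lower (at most 80), 100.2 higher (at most 124) and 5.60 opposite (at most 11). The lower genes and also the opposite ones exceeded these values, and the higher ones did not. The number of genes passing in each mutant was not matched in these simulations, so the excess alone does not show shared regulation. By DESeq2 24 genes fell in both, 5 rose in both and 1 went opposite ways. Independent lists would share 1.01 and 0.0434 genes, and 20 simulations of unchanged groups gave means of 1.35 lower (at most 4) and 3.20 higher (at most 7). The 24 lower genes exceeded that value and the 5 higher ones did not. In those simulations DESeq2 called means of only 9.9 lower genes in Hand2 cKO and 16.85 in Gli2/3 cKO, against 147 and 111 here. Longer lists share more genes, so this excess does not show sharing beyond the common WT libraries. Genes lower in both by DESeq2 included Postn, a matrix protein gene of mesenchyme (-1.75 ± 0.27 in Hand2 cKO and -2.21 ± 0.41 in Gli2/3 cKO by edgeR), Sdpr, a gene of caveolae (-2.92 ± 0.28 and -2.80 ± 0.43), Rerg, a growth inhibitor related to Ras (-2.37 ± 0.29 and -3.09 ± 0.47), Zcchc5 (-2.99 ± 0.36 and -4.37 ± 0.64), Cited1 (-2.67 and -1.49 ± 0.34), Gpr50 (-2.43 and -1.31 ± 0.30), Col9a2 (-1.13 and -1.66) and Foxf1 (-1.01 and -3.62), chosen after their values were seen. Part of this sharing may come from the shared WT libraries, which could not be split with at least 2 per mutant. Both mutants also carry Wnt1-Cre, and whether the WT embryos did is not given in the sources used here. An effect of Wnt1-Cre or of the mouse lines was therefore not separated from that of the deleted genes. Across the 17477 genes the fitted log2 fold changes correlated at 0.452, and unchanged groups simulated against the same WT libraries gave a mean of 0.387 and at most 0.430 (covariance 0.453 against 0.204 and at most 0.232). Differences of log2 CPM with a prior count of 2, which damp genes near 0 counts, correlated at 0.376 against a simulated 0.449, which is higher, with a covariance of 0.187 against 0.141 (SD 0.00468 over 20 draws). The correlation thus lay above or below its value for unchanged groups by the measure used, and genes are not independent replicates, so no p is given. With a separate WT library for each mutant the correlations of these differences were 0.00712 (WT 3 for Hand2 cKO and WT 4 for Gli2/3 cKO) and -0.0148 (the reverse), close to the values of 0.000507 and 0.0029 simulated for unchanged groups. The share of genes with the same sign was 49.8% and 56.8% in that order, against 49.8% and 49.9% simulated. These measures cover all genes tested and do not decide whether a small set of genes is shared. The overlap by edgeR was 8 genes without WT 3, 4 without Hand2 cKO 2 and 4 without Hand2 cKO 3. Without WT 3 the mutants share a single WT library, and the correlation of these differences was 0.641, against 0.630 (at most 0.658) in unchanged groups simulated the same way. With each other replicate left out it was below the simulated mean: 0.376 against 0.591 without WT 4, 0.335 against 0.409 without Hand2 cKO 1, 0.407 against 0.411 without Hand2 cKO 2 and 0.334 against 0.413 without Hand2 cKO 3. These values keep the genes and scaling of the full set.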

Values the study reported

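The study reported that 50% of genes with altered expression in the Gli2/3 mutant were also altered in the Hand2 mutant (p=3.7E-284), with 29% lower in both mutants and 21% higher in both. It reported no significant change of Hand2 in the Gli2/3 mutant, nor of Hedgehog pathway genes in the Hand2 mutant. It did report Hand2 as significantly lower in the Hand2 mutant. In the Gli2/3 mutant it reported Gli1, Gli2, Gli3 and Ptch1 as significantly lower and Shh as significantly higher. It assigned about 337 of the genes altered in the Gli2/3 mutant to binding sites of Gli3 alone and 463 to sites shared by Gli3 and Hand2.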

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

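The test of copies for part of the genes was chosen only after the result was seen, while the tests of copies over all genes and of gene models between the WT libraries were planned.

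For the following 5 genes the effect in Gli2/3 cKO differed from that in Hand2 cKO by a direct edgeR quasi-likelihood test of the difference, each with the lone Gli2/3 cKO library. Foxf2 had 0.57 ± 0.13 in Hand2 cKO and -3.16 ± 0.21 in Gli2/3 cKO (adjusted p of the difference = 0.0163, and 3.99e-45 to 0.0782 over the alternatives), and Foxf1 -1.01 ± 0.13 and -3.62 ± 0.22 (adjusted p = 0.0365, and 2.00e-22 to 0.174). Gm8494 had -0.34 ± 0.45 and 5.60 ± 0.47 (adjusted p = 0.0295, and 5.25e-13 to 0.127, lost without Hand2 cKO 1 at 0.127 and without Hand2 cKO 3 at 0.0512), and Gm1821 -2.22 ± 0.53 and 5.999 ± 0.67 (adjusted p = 0.0330, and 8.19e-36 to 0.116, lost without Hand2 cKO 1 at 0.116 and without Hand2 cKO 3 at 0.0578). Fam177a, with 0 counts in the Gli2/3 cKO library, was at least 117-fold lower there than the Hand2 cKO mean and at least 83.1-fold lower than WT (adjusted p of the difference = 0.0330, and 5.30e-05 to 0.0782, lost without Hand2 cKO 1 at 0.0782).

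Many of the largest differences of the Gli2/3 cKO library lay in pseudogenes and numbered gene models. Between WT 3 and WT 4, which share a genotype, such models made up 77.9% (60 of 77) of the genes differing by over 3 in log2 CPM with a prior count of 2, close to 79% (79 of 100) by the same measure in Gli2/3 cKO against WT (66 of 88 by fitted log2 fold changes), and 5.29% of all genes at this level, so the excess may come from estimated counts that vary between any libraries. For the 71 of 88 genes with a fitted log2 fold change beyond 3 that had a near-identical copy, the median ratio of the change summed with copies to the gene's own change was 1.61, against 1.70 for random genes; the planned bound of 1 for ruling out shared reads was wrong because random genes exceed it too, so for the genes as a set this explanation cannot be told apart from others, since a sum with any abundant gene can widen a change. For 18 of the 71 the summed change was below 0.5 of the own change, against a mean of 9.15 and at most 16 with random genes, so reads shared between copies could account for part of them, as with Fam177a, -9.54 CPM against WT beside 7.94 CPM for its copy 1700047I17Rik2. A biological difference of the Gli2/3 cKO genotype or embryo remains open for these genes and was not tested.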

How the results depend on the processing

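Bias-adjusted deviances, the robust prior and protein-coding genes only were chosen after seeing the data, as were separate WT libraries for the correlation and the imprinted list.

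The number of genes called depended most on the settings, and the cause was not tested except where fewer libraries or genes were fitted. In Hand2 cKO against WT (2 called) it was 1 with upper-quartile scaling, 45 with no filter, 182 by DESeq2, 0 per transcript, 63 with the length trend removed, 4 with bias-adjusted deviances, 10 with protein-coding genes only and 1 to 39 with a replicate left out. In Gli2/3 cKO against WT (2 called) it was 21 with no filter, 131 by DESeq2, 57 in a fit of those groups alone (1 residual degree of freedom), 0 per transcript, 15 with the length trend removed, 0 with a robust prior and 0 to 14 with a replicate left out. Between the mutants (6 called) it was 39, 144, 20, 0 and 44 in the same order, 13 with bias-adjusted deviances and 2 to 23 with a replicate left out. The overlap (0) was 1 with no filter, 29 by DESeq2, 3 with the length trend removed and 0 to 8 with a replicate left out. The correlation (0.376) ran from 0.333 to 0.638 with a replicate left out (filtered and scaled anew, the highest without WT 3), and was 0.00712 and -0.0148 with separate WT libraries. Lists called by camera numbered 2 with no filter, 2 per transcript and 2 with the length trend removed in Hand2 cKO (5), 7 per transcript in Gli2/3 cKO (11) and 9 per transcript between the mutants (15). Hand2 in Hand2 cKO passed at -3.40 with no filter and by DESeq2, -3.48 with the length trend removed and -3.41 with protein-coding genes only, and ran from -3.74 to -3.23 with a replicate left out. Directions turned, with the range over replicates left out, for protocadherins in Hand2 cKO (-0.93 to 0.026, the latter without WT 3), erythroid genes in Gli2/3 cKO (-1.34 to 0.26, the latter without WT 4), distal arch genes in Hand2 cKO (-0.28 to 0.023, the latter without WT 4) and between the mutants (-0.09 per transcript), and in Hand2 cKO for Foxd1 (-0.083 without WT 4, to 0.71), Gli2 (-0.19 to 0.069, the latter without Hand2 cKO 2, and 0.10 with the length trend removed), Gli3 (-0.36 to 0.036, and 0.16) and Myh6 (-0.42 without WT 4, to 2.01), and between the mutants for Maf (-0.26 to 0.18, the latter without Hand2 cKO 3). Among named genes and their alternatives, 2061 values kept their direction and side of the threshold, 173 newly passed it, 23 no longer passed it and 10 turned. No paired analysis was possible because Hand2 cKO and WT share only replicate number 3 and the lone Gli2/3 cKO library shares 1 number with each. Depth limits low genes such as Myh6 and the Hox genes.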

Other observations

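The tests of histones, of the genes Igf2, Plagl1 and Dlk1 and of the imprinted list were chosen only after the results were seen.

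Imprinted genes, which are expressed from 1 parental allele and include several regulators of fetal growth, were lower than other genes by camera in each mutant, against the same WT libraries, but not called with an estimated correlation. Of 39 listed, all measured, 28 had a negative log2 fold change in Hand2 cKO (11 lower and 0 higher at an unadjusted p under 0.05) and 28 in Gli2/3 cKO (9 lower and 0 higher). Adjusted together with the 25 other lists, camera gave 5.57e-09 and 0.000313, and adjusted p = 0.215 and 0.152 with an estimated correlation (unadjusted 0.00828 and 0.0286), while the direct comparison of the mutants gave an adjusted p of 0.0996. The unadjusted p with an estimated correlation was above 0.05 in Hand2 cKO without Hand2 cKO 2 (0.0587) and in Gli2/3 cKO without WT 3 (0.0523), WT 4 (0.0631) or Hand2 cKO 2 (0.144), with the median from -0.33 to -0.27 and from -0.43 to -0.36. With no WT library in common the median log2 difference was -0.30 in Hand2 cKO (WT 3) and -0.41 in Gli2/3 cKO (WT 4), or -0.35 (WT 4) and -0.36 (WT 3). However, a level high in both WT libraries would lower the list in both mutants and cannot be tested with these libraries. An effect of Wnt1-Cre, which both mutants carry, could not be told apart either. In Hand2 cKO Igf2 had 28.1% of its WT level, Plagl1, a regulator of other imprinted genes, 28.2% and Dlk1, a Notch-related growth regulator, 43.3%, with log2 fold changes of -1.83 ± 0.16, -1.82 ± 0.27 and -1.21 ± 0.22 (edgeR adjusted p = 0.0580, 0.169 and 0.328). In Gli2/3 cKO they were -0.59 ± 0.23, -1.35 ± 0.39 and -0.55 ± 0.31. Other low members in Hand2 cKO were Dio3 (-2.89 ± 0.42), a thyroid hormone inactivating enzyme, and Zim1 (-1.73 ± 0.30).

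For the low level of Igf2, Plagl1 and Dlk1 in Hand2 cKO, the length trend of Hand2 cKO 2 was excluded as the whole cause, since with the trend removed the mean log2 fold change of the 3 genes was -1.62 and all were called by edgeR (adjusted p = 0.00388 for Igf2 and 0.0157 for Plagl1 and Dlk1). A smaller share of neural crest mesenchyme would lower that list, and its median was 0.11. The other 36 imprinted genes were lower than other genes (25 of 36 negative, median -0.27, adjusted p = 0.281 with an estimated correlation and 0.0190 unadjusted), so a lower level of imprinted genes as a class cannot be told apart from chance by that test. A difference between embryos in stage or litter stays open and was not tested.

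The higher histone levels in Hand2 cKO may come from 1 library. Without Hand2 cKO 2 the list's median fell from 0.71 to 0.20, and 18 of 21 histone genes had their highest CPM there. Histone transcripts are short (median length 704, against 2688 over the genes tested), and with the length trend removed the median was 0.42 (camera adjusted p = 0.0781), so that most of the difference stayed while the call was lost. The trend as the cause cannot be told apart from other features of that library by this test. The rest of the difference and a biological change of proliferation stay open and were not tested. Whether counts of histone genes in libraries of polyadenylated RNA follow proliferation was not tested either.

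The shares that follow come from 1 Gli2/3 cKO, 3 Hand2 cKO and 2 WT libraries, fewer than the 10 samples of the labels, so they and the values of the study rest on unlike sets of samples. By DESeq2 at the thresholds of the study, the share of genes called in Gli2/3 cKO that were called in the same direction in Hand2 cKO was 22.1%. That is lower than the value quoted from the study above. The share lower in both was 18.3%. That too is below the value quoted from the study above. The share higher in both was 3.82%. It is also lower than the quoted value.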
